A study of Mus musculus with 17 samples (genomic DNA). Its data were reported in "Caloric restriction delays age-related methylation drift" (2017).

How the data were processed

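DNA methylation was measured in whole blood of 17 mice by DREAM. In this assay genomic DNA is cut first by SmaI, an enzyme that methylation blocks, and then by XmaI, which cuts the same CCCGGG sequence whether or not it is methylated. The end left on each fragment therefore records whether the site carried methylation. Per the labels, DNA standards with known methylation levels were added to each sample before digestion, and the adapters were either of the paired-end or of the barcoded type, without a statement of which mouse received which. According to the study's methods the libraries were run on more than one Illumina instrument at more than one centre. No label gives the adapter, instrument or date of a mouse.

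The authors aligned the reads to the mm9 mouse genome, with an aligner that is not named, and deposited for each CCCGGG site and mouse the counts of methylated reads, unmethylated reads and all reads. The deposited tables also hold methylation in percent in a raw and an adjusted form, and the authors derived the adjusted percent from the spiked standards. The raw value followed 100 times the methylated reads plus 0.5 over all reads plus 1. Comparing both columns showed that the adjustment multiplied the odds of methylation by a single constant per mouse, called the correction factor here. Each table held 173449 genomic sites and 18 sites on standards. The genome given for annotation was NCBIM37, the assembly also called mm9, and all 173449 site positions lay on a CCCGGG in it. Genes were taken from GENCODE release M1. A promoter reached from 1000 bp before to 500 bp after a transcription start. CpG islands (CGI) are stretches rich in CpG, and they were called on the same assembly with a length of at least 200 bp, a GC content of at least 50% and an observed over expected CpG ratio of at least 0.6.

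Groups, ages, sexes and diets came from the labels alone, giving 5 AL-young, 7 AL-old and 5 CR-old mice, where AL is food ad libitum and CR is caloric restriction. Middle-aged mice of the study were not in the files analysed here. Autosomal sites with at least 100 reads in at least 75% of the 17 mice were kept, as in the study's methods, and a value from fewer than 100 reads was treated as missing. At 100 reads a site at 50% methylation has a 95% Wilson confidence interval from 40.4 to 59.6%, and the smallest share that can be shown, 3 reads, is 3%. Adjusted methylation was the main value. Variable sites had a standard deviation (SD) above 10 points over the 12 AL mice. The site classes followed the study, namely variable CGI sites with an AL-young mean below 5% and variable sites outside islands with an AL-young mean above 90%. For each mouse the mean over the sites of a class was taken, and groups were compared by exact permutation of the group labels. The exact test replaced the approximate test of the study because every group held fewer than 10 mice.

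Age-related methylation (ARM) sites followed the rule of the study, a Spearman correlation with age of at least 0.5 or at most -0.5 over the 12 AL mice, an empirical p-value under 0.05 from 1000 shuffles of the ages and a mean of at least 1%. Regression of methylation on age, diet and their product was fitted per site over all 17 mice, and a product with an unadjusted p-value under 0.05 was counted. Methylation age came from a line of mean methylation over the hypermethylated ARM sites on age in AL mice, inverted for each mouse. Clustering used complete linkage on Euclidean distances, cut into 2 clusters.

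Counts of methylated and unmethylated reads were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with a coefficient for each mouse and methylation contrasts between the 3 groups, 1 dispersion for all sites, and all reads of a retained site in the fit. A site was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and the group means of raw methylation were at least 2 points apart. Named sites were chosen by a rule fixed before the files arrived. For age these were the 5 gained and the 5 lost sites with the largest difference among called sites where every AL-old mouse lay outside the AL-young range of raw methylation, with at least 100 reads in all 17 mice and at most 1 site per gene or per 10 kb. For diet they were up to 3 sites in each direction with every CR-old mouse outside the AL-old range of raw methylation. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 served in an alternative.

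The scripts were tested on simulated data before use. Simulated reads had the same spread between mice in every group (overdispersion 0.01) and no correction factor. With 200 changed sites among 4000, edgeR, scored without its 2-point rule, recovered 105 (52.5%) with 2 false calls, 1.87% of its calls. The Spearman rule recovered 79.5% of the changed sites and also called 10.2% of the unchanged ones. The regression on age and diet, tested on normal noise with an SD of 3 points, recovered 87% and called 5.05% of the unchanged sites. In the real data AL-old mice spread more than AL-young mice and the correction factor varied, so these rates may not hold there. Counts from these 2 rules, which carry no correction for the number of sites, therefore include sites called by chance.

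Reads per mouse ran from 6.43 to 52.02 M, and the median per retained site from 273 to 2354 reads. Before averaging, the mice of each group were compared in pairs by a chi-square of their reads over sites. The statistic per degree of freedom was at least 2.71 in every pair, so no pair agreed within the counting noise of reads taken as independent. It covers no other source of error. Each mouse counted as 1 replicate, as a separate animal does whatever this statistic gives. No label gave a batch, and the correction factor was used to look for one. It was at least 1.3 in 6 mice, called high-correction mice here, and below 1.3 in the other 11. The cut was set after the factors were seen and was moved once, with the same mice on each side.

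The alternatives fixed before the files arrived were a coverage minimum of 20 or 500 reads, coverage in all 17 mice, raw methylation, each mouse left out in turn, no SD filter, cross-fitted site classes, each sex alone, a correlation threshold of 0.6, adjusted p-values, no minimum mean, limma on the log2 ratio of methylated to unmethylated reads with 1 added to each, sex as a covariate, a minimum difference of 10 points, only the compared groups in the fit, a diet term without the product, separate AL-old mice on each axis of the correlation, other clustering rules and held-out mice for the methylation age. Alternatives added after seeing the data were the 11 low-correction mice alone, no CGI split, the correction factor as an offset, high or low correction as a covariate, a comparison with held-out AL-old mice and Ward linkage. Decisions on details left open by the fixed designs were also made after the files arrived, namely the use of raw means for the 2-point rule and the named sites, of adjusted means for that rule in the fit with an offset, and of sites with a mean of at least 1% in the adjustment of ARM p-values. Refits over other splits of the mice were limited to 40 per contrast for edgeR and 100 elsewhere. Among the low-correction mice, ARM counts were 0 in each direction in a first run and were then left out, as was methylation age, because only 2 AL-old mice remained. Groups shared no replicate numbers, so no pairing was modelled. Sex chromosomes and standards entered no comparison between groups in the Results. Reads on sex chromosomes were compared between groups only among the results flagged for a closer look.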

Results

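DNA methylation was profiled by DREAM (Digital Restriction Enzyme Analysis of Methylation) in whole blood of 17 C57BL/6 mice, an inbred laboratory strain. The assay gives the share of methylated reads at each CCCGGG site. There were 5 AL-young mice fed ad libitum (AL) and aged 4 months, 7 AL-old mice of 29 to 33 months, and 5 CR-old mice kept under caloric restriction (CR) and aged 32 to 38 months. The AL-young group held 2 females and 3 males, the AL-old group 5 females and 2 males, and the CR-old group 2 females and 3 males. Sequencing gave 17.7 ± 19.3 M reads (megareads, mean ± SD) per AL-young mouse (n = 5), 10.1 ± 3.10 M per AL-old mouse (n = 7) and 10.4 ± 2.92 M per CR-old mouse (n = 5). The lowest depth was 6.43 M reads in AL-old 27 and the highest 52.02 M in AL-young 30, where the number names the mouse. Of 173449 sites, 15742 autosomal sites passed the depth filter, with 9014 (57.3%) in CpG islands (CGI) and 8340 in promoters. All 17 mice had at least 100 reads at 11949 of them. Methylation varied with an SD above 10 points among the 12 AL mice at 2914 sites (18.5%).

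The spiked standards did not read alike in all mice. The factor by which the authors' adjustment multiplied the odds of methylation, fixed by the spiked standards, was 1.04 ± 0.0936 in AL-young mice (n = 5), 2.01 ± 1.19 in AL-old mice (n = 7) and 1.17 ± 0.364 in CR-old mice (n = 5). It was at least 1.3 in 6 mice, namely the 5 AL-old females and the female CR-old 06, with values from 1.40 in AL-old 14 to 3.96 in AL-old 13. Before adjustment the standard called Kan 1 read 11.6 ± 5.41% methylated in these 6 high-correction mice and 33.7 ± 2.58% in the other 11, and Luc 1 read 13.9 ± 5.77% and 26.9 ± 1.75%. The standard Gfp 1 read 41.7 ± 5.62% and 40.8 ± 3.49% before adjustment, and 60.7 ± 5.10% and 40.7 ± 1.85% after it. No AL-young mouse was among the high-correction mice. For the age comparison this batch and the female AL-old mice therefore cannot be told apart. Values from the 11 low-correction mice are given beside the pooled ones for part of the results. These are the site classes, the distances between mice, the edgeR counts, the sites named for loss and for diet, and the correlation across sites. ARM counts and methylation age have none.

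**Figure D1:**
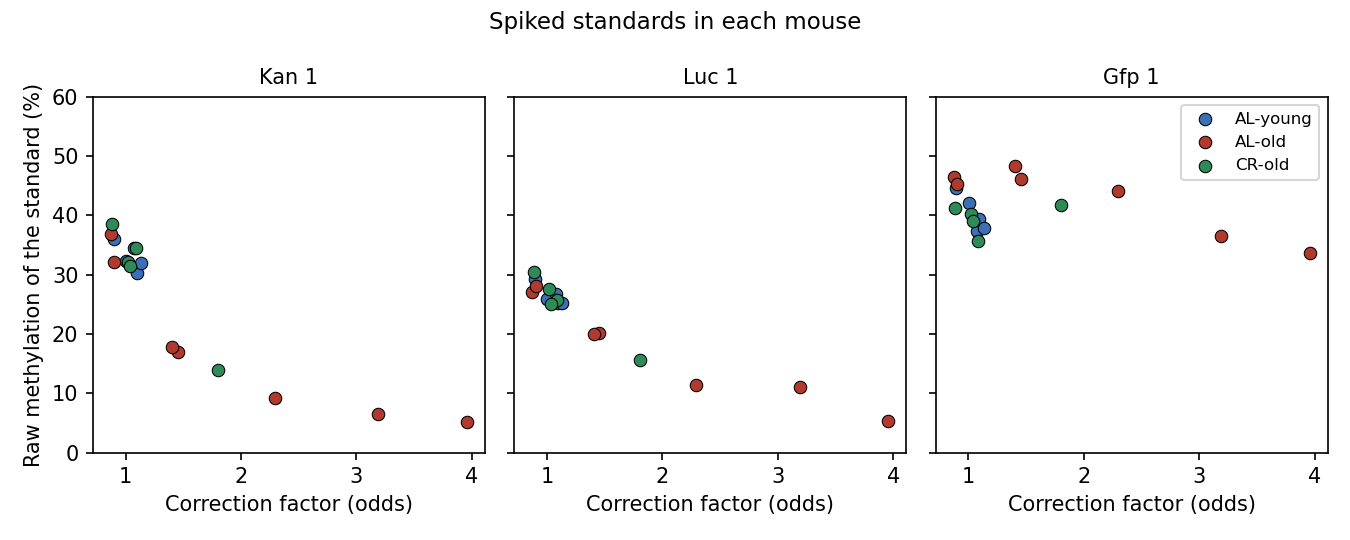
Raw methylation (%) of the standards Kan 1, Luc 1 and Gfp 1 in each of 17 mice (y axis) against the correction factor of that mouse (x axis, a factor on the odds of methylation), with a point per mouse coloured by group. Kan 1 and Luc 1 fall in the 6 mice with a factor of at least 1.3, to means of 11.6% and 13.9%, while Gfp 1 keeps a mean of 41.7% there.

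The first question was how methylation differs between young and old AL mice at sites that are unmethylated or fully methylated early in life. At the 505 variable CGI sites with less than 5% methylation in young mice, methylation was 1.67 ± 0.172% in AL-young (n = 5) and 19.3 ± 13.6% in AL-old mice (n = 7). The difference was 17.65 points (p = 0.00253, the smallest value that an exact permutation test over 792 splits can give). AL-old mice ranged from 3.52% in AL-old 25 to 39.6% in AL-old 27, all above the AL-young maximum of 1.87%. At the 565 variable sites outside islands with more than 90% methylation in young mice, methylation was 94.3 ± 0.616% in AL-young and 77.9 ± 10.4% in AL-old mice, a difference of -16.40 points (exact permutation p = 0.00253, n = 5 and 7). Here AL-old mice ran from 62.1 to 92.7%, below the AL-young minimum of 93.5%. Selecting variable sites set the size of these differences. Without the SD filter they were 1.777 points over 8618 CGI sites and -4.159 points over 2830 sites outside islands (exact permutation p = 0.00253 for each). Within the low-correction mice the classes were chosen again (398 and 354 sites), and the differences were 23.15 and -23.24 points. Only 2 AL-old mice remained, with exact permutation p = 0.0952, the smallest that 21 splits allow. At the 505 sites of the first main class these 2 AL-old mice, both males of 33 months, lay at 3.52% and 39.6% (mean 21.5%). At the 565 sites of the second they lay at 92.7% and 62.1% (mean 77.4%).

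Caloric restriction was then compared with ad libitum feeding in old mice at the same sites. CR-old mice (n = 5) had 3.10 ± 0.723% methylation at the young-unmethylated CGI sites, with a difference of -16.22 points from AL-old mice (exact permutation p = 0.00505, n = 5 and 7). At the young-methylated sites outside islands they had 89.2 ± 1.98%, a difference of 11.32 points from AL-old mice (exact permutation p = 0.0278). Without the SD filter the first difference shrank to -1.625 points over 8618 CGI sites (exact permutation p = 0.00253). The second difference was 0.9169 points without that filter (exact permutation p = 0.644). For subsets of the mice the classes were chosen again, so their sites differ from those above. Among low-correction mice (4 CR-old and 2 AL-old, 398 and 354 sites) the first difference was -22.03 points (exact permutation p = 0.133, the smallest that 15 splits allow). The second was 17.92 points (exact permutation p = 0.667), so neither comparison can be settled within that batch. At the 505 and 565 main sites these CR-old mice had means of 2.79 and 88.7%, against 21.5 and 77.4% in the 2 AL-old mice. Females alone (453 and 460 sites) gave -16.33 and 14.28 points (exact permutation p = 0.0952 for each, the smallest possible). Males alone (469 and 460 sites) gave -20.66 points (exact permutation p = 0.2, the smallest possible) and 16.11 points (exact permutation p = 0.8).

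**Figure D2:**
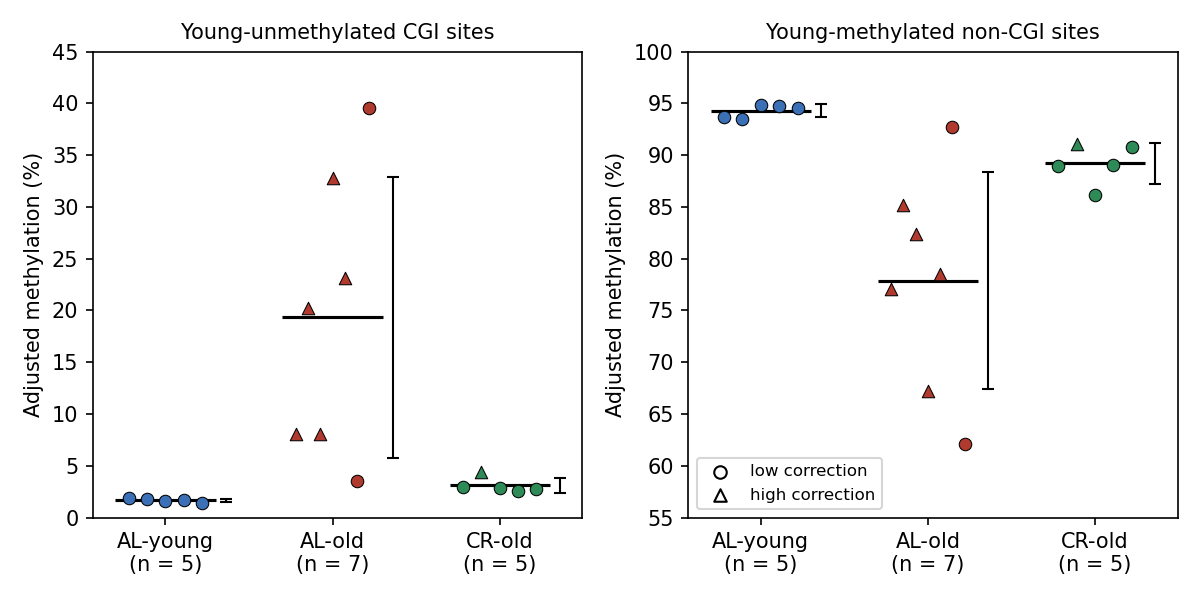
Mean adjusted methylation (%, y axis) of each mouse at the 505 young-unmethylated CGI sites (left) and the 565 young-methylated sites outside islands (right), by group, with the group mean as a line and the SD as an error bar. Triangles mark the 6 high-correction mice, the right axis starts at 55%, and AL-old mice spread from 3.52 to 39.6% on the left while CR-old mice stay between 2.55 and 4.36%.

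Drift also concerns how far old animals differ from each other. Over all sites that passed, the mean absolute difference between 2 mice was 1.118 points within AL-young and 5.835 points within AL-old mice. The gap of 4.717 points had an exact permutation p = 0.00253, the smallest possible for 5 and 7 mice. At sites with a mean methylation between 10 and 90% the gap was 17.01 points. It was 6.94 points among the low-correction mice, where a single pair of AL-old mice remained (exact permutation p = 0.476).

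ARM sites were then sought across the 12 AL mice. Of 8476 sites with a mean of at least 1%, 1807 (21.3%) gained and 916 (10.8%) lost methylation with age by the correlation rule of the study. Islands held 70.4% of the gaining and 4.91% of the losing sites, against 30.4% of the tested sites. Promoters held 54.5% and 16.6% of them, covering 601 and 124 genes. With p-values adjusted for the number of sites from 100000 shuffles, 0 sites passed in either direction. A coverage minimum of 20 reads gave 3272 gaining sites and one of 500 reads gave 450.

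Read counts were tested across all 15742 sites with edgeR (adjusted p under 0.05 and raw means at least 2 points apart). Methylation was higher in AL-old than AL-young mice at 615 sites, 83.9% of them in islands, and lower at 923 sites, 2.93% in islands. CR-old mice exceeded AL-old mice at 259 sites and fell below them at 279 sites. Of these, 222 were among the sites that AL-old mice had lost and 205 among those they had gained relative to AL-young mice. Between CR-old and AL-young mice 0 sites differed in either direction, and the smallest edgeR adjusted p was 0.0773. These counts changed with the treatment of the correction factor. With the factor as an offset, AL-old mice were higher at 1199 sites and lower at 524, and CR-old mice were higher than AL-old mice at 192 and lower at 1096. With high or low correction as a covariate the age counts became 723 and 157 and the diet counts 6 and 60. The low-correction mice alone gave 1358 and 221 for age, and 17 and 159 for diet. When only the compared groups entered the fit, CR-old mice were higher than AL-young mice at 135 sites and lower at 1028.

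**Figure D3:**
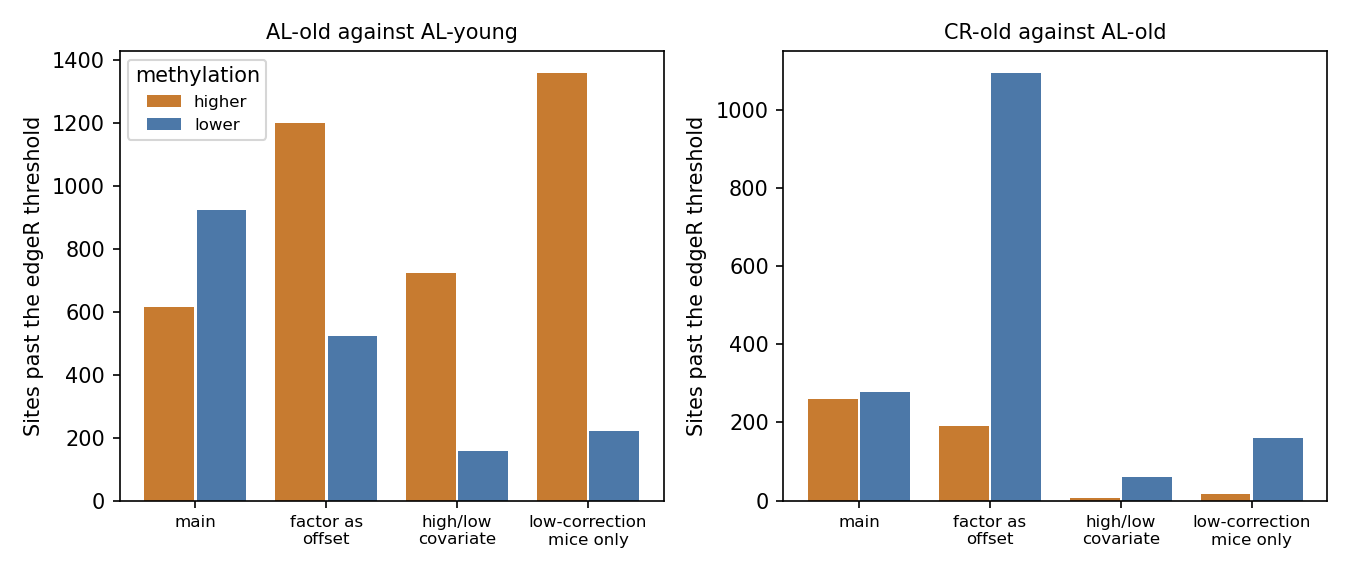
Number of sites past the edgeR threshold (y axis, bars from 0) with methylation higher or lower in AL-old against AL-young mice (left) and in CR-old against AL-old mice (right), under the main fit and 3 treatments of the correction factor (x axis). Sites lower in AL-old mice number 923 in the main fit and 157 with the high or low correction as a covariate, and sites lower in CR-old than AL-old mice range from 60 to 1096.

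Among the 615 gained sites, 216 had at least 100 reads in all mice and every AL-old mouse above every AL-young mouse in raw methylation. The largest difference was at a CCCGGG on chromosome 10, 114238535 to 114238540 (mm9), in an exon of Trhde, 112 bp from a transcription start and inside a CGI from 114237496 to 114239447. Raw methylation there was 6.51 ± 2.37% in AL-young (n = 5), 55.3 ± 24.6% in AL-old (n = 7) and 13.6 ± 4.72% in CR-old mice (n = 5), from 147 to 2121 reads per mouse. The log2 odds ratio of AL-old to AL-young was 4.32 with a standard error (SE) of 0.728 (edgeR adjusted p = 2.3e-05). Next came Fam189a1 (coding exon in the promoter CGI, chromosome 7, 72301130 to 72301135), with raw means of 2.60, 41.7 and 6.43% in AL-young mice, in AL-old mice and in CR-old mice. Ugt8a (intron, in a CGI, chromosome 3, 125640862 to 125640867) had 5.11, 44.2 and 8.18%. Runx1 (intron, outside islands, chromosome 16, 92644917 to 92644922) had 4.31, 42.4 and 10.9%. Rnf217 (untranslated region in the promoter CGI, chromosome 10, 31329157 to 31329162) had 0.656, 38.3 and 3.76%, with the largest log2 odds ratio of the 5, 6.62 (SE 0.969, edgeR adjusted p = 1.5e-06). The SD among AL-old mice at these sites was between 22.7 and 31.9 points.

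Of the 923 lost sites, 130 met the same conditions. An intergenic CCCGGG on chromosome 15, 82060595 to 82060600, fell from 91.1 ± 2.77% in AL-young to 19.3 ± 30.7% in AL-old mice, and CR-old mice had 76.8 ± 23.5% (117 to 890 reads per mouse). Its log2 odds ratio was -6.78 (SE 0.906, edgeR adjusted p = 4.7e-07). Zbtb32 (coding exon, chromosome 7, 31375182 to 31375187) had raw means of 82.6, 15.1 and 66.6% in AL-young mice, in AL-old mice and in CR-old mice, from 497 to 5038 reads. Psme1 (promoter, exon, chromosome 14, 56199836 to 56199841) had 90.1, 23.2 and 69.95%, Grk6 (intron, chromosome 13, 55552033 to 55552038) had 89.3, 27.8 and 69.99%, and Mknk1 (promoter, intron, chromosome 4, 115529554 to 115529559) had 89.1, 30.0 and 57.7%. None of these 5 sites lay in an island. In the low-correction mice alone the edgeR adjusted p rose to 0.0674 at the intergenic site, where the log2 odds ratio was -3.748, to 0.053 at Zbtb32 and to 0.0838 at Psme1. It stayed under 0.05 there at Grk6 (0.0476) and Mknk1 (0.018). With the correction covariate in all mice the edgeR adjusted p was 0.052 at Psme1 and from 0.00894 to 0.0168 at the other sites.

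For diet, 2 called sites had every CR-old mouse above every AL-old mouse in raw methylation, and 34 had every CR-old mouse below. Both of the former were intergenic on chromosome 5. At 147490692 to 147490697 raw methylation was 73.1 ± 21.0% in CR-old (n = 5), 18.5 ± 11.3% in AL-old (n = 7) and 40.7 ± 6.69% in AL-young mice (n = 5), with a log2 odds ratio of CR-old to AL-old of 4.18 (SE 0.741, edgeR adjusted p = 0.0006). At 112396512 to 112396517 the means were 69.8, 30.1 and 78.5% (edgeR adjusted p = 0.014). The largest differences in the other direction were in an intron of Gfod1 (chromosome 13, 43347559 to 43347564), with 32.0 ± 20.2% in CR-old, 78.9 ± 8.62% in AL-old and 73.4 ± 4.25% in AL-young mice and a log2 odds ratio of -3.30 (SE 0.678, edgeR adjusted p = 0.0023). A coding exon of Sdk2 (chromosome 11, 113667703 to 113667708) had 27.3, 71.7 and 54.1%, and an intron of Gm12474 (chromosome 3, 100299698 to 100299703) had 37.9, 74.8 and 66.2%. These 3 sites were outside islands, and CR-old mice were below AL-young mice in mean at each of them. In adjusted methylation the ranges of CR-old and AL-old mice overlapped at 4 of the 5 named sites and stayed apart only at 147490692 to 147490697. The highest CR-old and the lowest AL-old value were 70.27 and 60.71% at Gfod1, 57.8 and 48.77% at Sdk2, and 69.72 and 59.05% at Gm12474. At 112396512 to 112396517 the lowest CR-old value was 60.44% and the highest AL-old value 64.5%. With high or low correction as a covariate, 4 of the 5 named sites were no longer called, with an edgeR adjusted p of 0.0681 at 112396512 to 112396517, 0.0509 at Gfod1, 0.0517 at Sdk2 and 0.0747 at Gm12474, against 0.0321 at 147490692 to 147490697. In the low-correction mice alone edgeR adjusted p was 0.0463 at 4 of the 5 named sites and 0.0704 at 112396512 to 112396517. When only the compared groups entered the fit, edgeR adjusted p was 0.0573 at 112396512 to 112396517 and 0.0817 at Gm12474. At 112396512 to 112396517 it was 0.056 without CR-old 20 and 0.06 without CR-old 22. At Gm12474 it ran from 0.0826 to 0.0945 without CR-old 19, CR-old 20 or CR-old 22. All other fits without a mouse kept it under 0.05 at these sites.

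To ask whether diet opposes drift site by site, the difference between CR-old and AL-old means was set against the slope of methylation on age in AL mice. Across the 2914 variable sites the Spearman correlation was -0.9065. Sites are not independent replicates, and the AL-old mice enter both axes. With the AL-old mice divided so that none was on both axes (4 for the slope and 3 for the diet difference), the mean over 35 divisions was -0.5808, with a range from -0.6913 to -0.443. Because 5 of the 7 AL-old mice were high-correction, every division left such mice on both axes. A shift shared by that batch would enter the 2 axes with opposite signs, so the divided value cannot separate diet from batch. Low-correction mice alone, over 1712 sites variable among them, gave -0.8828 with the same 2 AL-old mice on both axes. The regression with an age by diet product had a negative product at 325 sites and a positive one at 142, of which 65 and 31 were gaining and losing ARM sites. After adjustment for the number of sites, 0 remained in either direction. A diet term without the product gave 3085 negative and 630 positive sites.

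Hierarchical clustering addressed which animals resemble each other. Over 2656 sites with an SD above 10 points in all 17 mice, all 5 CR-old mice fell into the cluster of the 5 AL-young mice, and so did 5 of the 7 AL-old mice, leaving AL-old 13 and AL-old 27 apart. Ward linkage, added after the data were seen because the study names it, placed 4 CR-old mice with the young mice, all but CR-old 06, and only AL-old 25 of the AL-old mice. On raw methylation 4 CR-old and 3 AL-old mice joined the young cluster.

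Methylation age was estimated from the mean of the 1807 gaining sites, which rose by 0.2577 points per month along the AL line. CR-old mice had a methylation age of 6.53 ± 3.61 months (n = 5), and the mean difference from their age was -27.47 months (exact permutation p = 0.0625, the smallest possible with 5 mice). AL-old mice, on which the line was built, spread from -6.35 to 60.3 months. When each AL-old mouse was predicted from sites and a line made without it, its methylation age differed from its age by -0.226 ± 26.1 months (n = 7), and the CR-old mice by -27.75 ± 5.67 months (n = 5). The 2 groups differed by -27.53 months (exact permutation p = 0.0556 over 792 splits). With the losing sites in place of the gaining ones the CR-old difference was -21.67 months.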

Values the study reported

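The study reported that 20.8% of mouse sites with high depth were variable by its criterion, in a set of 19 mice that included middle-aged animals. At variable CGI sites unmethylated in young mice, it reported a rise from 2 ± 0.1% in young to 18 ± 5% in old mice (mean and standard error). At variable sites outside islands that were methylated in young mice, it reported a fall from 94 ± 0.4% to 78 ± 4%. The Spearman correlation between the effect of CR and the drift in AL mice was given as –0.74. In its clustering, 4 of the 5 CR mice grouped with young animals.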

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

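Outlying mice were sought in 60 sets of values, each a measure in a single group, by the gap between the extreme mouse and its nearest neighbour relative to the range of the group. In 12 of them a mouse stood apart, where about 1 in 20 sets, or 3, would do so by chance. The flags are not independent, since 2 came from AL-young mice and the other 10 from repeated measures of AL-old 25 (4) and CR-old 06 (6).

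The standards, which the report uses only to describe the assay, carried a signal of their own. Kan 1 had a mean raw methylation of 11.58% in the 6 high-correction mice against 33.7% in the other 11. After the authors' adjustment, the log2 odds of the 14 partly methylated standards still varied around their usual level with an SD of 0.786 in high-correction mice and 0.148 in the others, so a single factor per mouse left errors that differed between fragments. The reads per site of CR-old 06 correlated with those of the high-correction AL-old mice at a mean Pearson r of 0.926 and with those of the other CR-old mice at 0.803, across sites that are not independent. A separate library preparation for these 6 mice is a candidate explanation, and no label gives one. Both predictions were written after the standards had been inspected.

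CR-old 06 is the only CR-old mouse among them and stood apart from the other CR-old mice in 6 measures. Its correction factor was 1.803 (nearest 1.086), its methylation at young-unmethylated CGI sites 4.361% (nearest 2.991%) and its methylation age 12.8 months (nearest 6.173). Its raw methylation was 36.46% at the intergenic site on chromosome 15 (95% Wilson interval 30.6 to 42.7%, 239 reads), 22.77% at Zbtb32 (19.8 to 26.0%, 704 reads) and 24.68% at Psme1 (20.6 to 29.1%, 394 reads), where the nearest CR-old mice had 79.67, 72.42 and 73.28%. If library preparation lowered methylated sites, CR-old 06 should deviate from its group as the high-correction AL-old mice deviate from AL-young mice. Across 4885 methylated sites the Spearman r of these shifts in raw methylation was 0.558, against -0.036 with the low-correction AL-old mice over 4562 sites. At 9775 sites with a mean under 5% the raw r was 0.237, against 0.0764. Both predictions were written after a first look at these shifts. Adjusted methylation gave 0.563 at the methylated sites, but the adjustment moves the log odds of a mouse equally at all sites, so this r cannot show whether the shift was removed. Losses of raw methylation in the AL-old females are consistent with the library batch as a partial source, and for the gains the test leaves the question open. A biological difference of CR-old 06 from the other CR-old mice cannot be told apart from the batch.

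AL-old 25 stood apart from the other AL-old mice by its high raw methylation at 4 of the 5 sites named for loss. It had 87.69% at the chromosome 15 site (95% Wilson interval 81.4 to 92.5%, 133 reads), 77.09% at Zbtb32 (74.4 to 79.6%, 979 reads), 88.35% at Psme1 (85.4 to 90.9%, 527 reads) and 84.76% at Grk6 (81.7 to 87.5%, 606 reads). The nearest AL-old mice had 19.24, 11.49, 39.08 and 37.08%. AL-old 25 and AL-old 27, both males of 33 months with low correction, were the least and the most drifted AL-old mice at the young-unmethylated CGI sites. Their depth differed by a ratio of 1.15, below the 1.5 set as the limit, so depth is unlikely to explain the contrast. A mislabelled mouse was tested by the X chromosome. Methylation at its islands matched the sex in the labels in all 17 mice, which leaves an exchange of labels within a sex untested. These predictions were written after the spread had been seen. A real difference in drift between old mice remains a hypothesis that cannot be told apart from such an exchange.

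AL-young 30 had 52.02 M reads, against 13.32 M in the next AL-young mouse. Its methylation was the lowest of the group at young-unmethylated CGI sites (1.40%, next 1.65%) and inside the range of the others at young-methylated sites (94.6%). AL-young 28 had 92.44% raw methylation at Psme1 (95% Wilson interval 89.5 to 94.8%, 389 reads) with the next mouse at 89.66%, which lies inside that interval. The Wilson intervals given for mice treat reads as independent molecules and cover counting error only. For these 2 values no technical or biological explanation was tested.

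Sex chromosomes were outside every comparison in the Results. AL-old 27 had 12.88% raw methylation at X-chromosome islands, above the 5.688% of the highest other male. Reads from a female in this library would add X islands that are partly methylated and lower the share of Y reads. Its chromosome Y reads were 95.8 per M reads (RPM) against a mean of 146 RPM in AL-young males, below all of them, as a mixture needs but not only a mixture gives. A gain at islands of all chromosomes is the other candidate explanation. Its raw gain over the other AL males was 4.26 points at autosomal islands unmethylated in AL-young males and 7.96 points at X islands, between the values predicted for either case. The first prediction was written after and the second before the result was seen. Reads from a female would also raise the share of X reads. AL-old 27 had 8734.2 RPM on X, inside the 8361.6 to 8919.5 RPM of AL-young males, where females had 12663 to 18644 RPM. The X reads thus go against a mixture and the Y reads go with it, in a single library. Neither explanation is excluded, and AL-old 27 is also the mouse with the highest methylation at young-unmethylated CGI sites.

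Chromosome Y held a mean of 989.8 RPM in the 3 CR-old males and 144.4 RPM in the 5 AL males, a ratio of 6.86 (exact permutation p = 0.0357 over 56 splits, the smallest possible, n = 3 and 5). Each CR-old male, with 463, 763 and 1744 RPM, was above the highest AL male at 187 RPM. If CR-old libraries took more reads from methylated sites of similar GC content, autosomal sites of that kind should show a similar ratio, and theirs was 1.04. A few sites taking most of the reads might also raise the mean. The 3 sites with most reads held 71.3% of chromosome Y reads, and without them the ratio was 7.29. These predictions were written before the tests. Reads placed on Y from repeated sequence, a change of aligner settings between batches and sex chromosome content of blood cells were not tested, so no biological reading is offered.

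AL-young females had a mean of 14.02 RPM on chromosome Y, against at most 7.173 RPM in other females. This is 9.58% of the level in AL-young males. Reads carried over between libraries that were run together could give such a level, and so could reads placed on Y by the aligner. The files name no lane or barcode, the prediction was written after the values were seen, and the sources cannot be told apart. No biological explanation was tested.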

How the results depend on the processing

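For the 18 headline results, 155 values were computed under alternatives other than leaving out a mouse. Of these, 90 kept their direction and their side of the threshold or moved little, 14 lost significance and 51 moved. Leaving out each mouse in turn gave 281 values, with 248 unchanged, 4 weaker and 29 moved. For the 15 named sites, 112 of 123 such alternatives and 250 of 255 fits without a mouse were unchanged, and the other 11 and 5 were weaker. No difference, correlation or log2 odds ratio changed sign. Counts could only be labelled unchanged or moved, so a reversal was not tested for them. The balance of some counts did turn around. For age, 615 sites higher and 923 lower became 1199 and 524 with the correction factor as an offset. Only the number of CR-old mice clustering with AL-young mice and the methylation age of CR-old mice were counted as unchanged throughout, which allows small moves. The number was 5 in the main run and 4 on raw methylation and with Ward linkage, where CR-old 06 left the young cluster. The methylation age difference was -27.47 months in the main run and -21.67 months with the losing sites. Its exact permutation p of 0.0625 was the smallest possible, so it could not fall under 0.05 in any setting. The low-correction comparison, the offset, the covariate and Ward linkage were chosen after seeing the data.

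The differences in the site classes kept their direction under every alternative. Those for age, and the diet difference at young-unmethylated sites, lost significance only where the mice that remained could not give a p under 0.05. The diet difference at young-methylated sites also lost it with all mice (no SD filter, exact permutation p = 0.644), without AL-old 08, CR-old 06, CR-old 20 or CR-old 22, and in males only (exact permutation p = 0.8) and low-correction mice only (exact permutation p = 0.667), where the smallest p possible was 0.2 and 0.133 by exact permutation. Each subset of the mice had its sites chosen again, so the sizes below are not those of the main sites. Females only gave 18.27 and -18.5 points for age and -16.33 and 14.28 for diet. Males only gave 21.76, -22.17, -20.66 and 16.11, and low-correction mice only gave 23.15, -23.24, -22.03 and 17.92. The diet difference at young-methylated sites ran from 10.5 to 13.36 points across the fits that each left out a mouse. With no SD filter it fell from 11.32 points over 565 sites to 0.9169 over 2830. Adding sites without a diet difference would lower it less, so its size depends on choosing sites by their SD in AL mice. The gap in distance between mice was 6.94 points in the low-correction mice, weaker with only 2 AL-old mice.

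Depth limits the counts, since a minimum of 500 reads keeps 4229 of the sites and one of 20 reads adds sites of low precision. With 500 reads, ARM sites numbered 450 gaining and 191 losing, age by diet products 45 negative and 64 positive, and edgeR sites 135 higher and 172 lower for age and 73 higher and 51 lower for CR-old against AL-old mice, and the correlation was -0.8803. With 20 reads there were 3272 gaining ARM sites and the correlation was -0.8946. Coverage in all 17 mice gave 168 negative products and 591 sites lower in AL-old than AL-young mice.

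Adjusting p-values for the number of sites gave 0 gaining and 0 losing ARM sites and 0 negative and 0 positive products. By the ARM rule or the age by diet product, no single site therefore holds up against the number of tests. The size of the counts is a separate question, set against shuffled ages and other splits further below. No minimum mean gave 3016 gaining sites, the added ones having a mean below 1%. A diet term without the product gave 3085 negative and 630 positive sites. It may respond to the mean difference between diets, while the product rests on the narrow age range of the CR-old mice. Raw methylation gave 246 negative and 341 positive products, so the larger count changed direction from the 325 and 142 of the main fit. Its correlation was -0.8943. Low-correction mice only gave 368 negative and 250 positive products and a correlation of -0.8828. The correlation was -0.7442 with no SD filter and -0.5808 with no AL-old mouse on both axes. The last setting also left fewer AL-old mice on each axis, with high-correction mice still on both. The change can therefore not be read as the share that comes from the same AL-old mice entering both axes.

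The edgeR counts changed with the treatment of the correction factor. As an offset it gave 1199 sites higher and 524 lower in AL-old than AL-young mice, 1096 lower in CR-old than AL-old mice, and 2 higher and 4 lower in CR-old than AL-young mice. As a high or low covariate it gave 157 lower for age, 6 higher and 60 lower in CR-old than AL-old mice, and 8 higher and 30 lower in CR-old than AL-young mice. Low-correction mice only gave 1358 and 221 for age, 17 and 159 for CR-old against AL-old, and 44 and 317 for CR-old against AL-young mice. An offset raises the methylation of the high-correction mice at every site, which could turn losses into fewer losses and more gains. Sex as a covariate gave 149 sites higher in CR-old than AL-old mice, and 4 higher and 13 lower in CR-old than AL-young mice. A minimum difference of 10 points gave 316 sites higher in AL-old than AL-young and 165 lower in CR-old than AL-old mice. Only the compared groups in the fit gave 139 and 117 for CR-old against AL-old, and 135 and 1028 for CR-old against AL-young mice. The last change may come from the AL-old mice no longer adding to the estimated spread.

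Across the fits that each left out a mouse, sites lower in AL-old than AL-young mice ran from 711 to 1412. Sites higher in CR-old than AL-old mice ran from 95 to 660 and lower from 69 to 582. Against AL-young mice, CR-old mice had from 0 to 6 sites higher and from 0 to 29 lower. Negative products ran from 212 to 588, positive ones from 108 to 242, and the correlation from -0.9343 to -0.887.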

Other observations

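Other splits of the same mice into groups of the same sizes showed how often a result as large arises when the groups are mixed. For edgeR, 40 splits were drawn per contrast, the real one included. Only the real split, 1 of the 40, gave as many sites higher in AL-old than AL-young mice, and the same held for sites lower in AL-old mice (1 of 40), for sites higher in CR-old than AL-old mice (1 of 40) and for sites lower in CR-old mice (1 of 40). The median of the other age and diet splits was 0 sites in each direction, with at most 510 higher and 380 lower among the 39 other age splits. All 40 splits of the CR-old and AL-young mice gave at least the 0 sites found in the real one, in each direction (40 of 40 and 40 of 40), which was known before the prediction was written. A split of the 12 AL mice that follows the correction factor, with the 5 high-correction AL-old mice against the other 7 AL mice, gave 1349 sites lower in the 5, more than the 923 of the real age split. It gave 244 sites higher, fewer than the 615 of the real one. Neither count can decide between batch and age, because this split differs from the age split only in AL-old 25 and AL-old 27. The age fit itself gave 1412 lower sites without AL-old 25 and 1101 without AL-old 27, both above 923. For losses of raw methylation the batch and the age group remain impossible to tell apart.

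In the counts out of 100 that follow, the real ages or groups are 1 of the 100. Shuffled ages over the AL mice gave as many gaining ARM sites in 2 of 100 draws and as many losing ones in 7 of 100, so the number of losing sites is within reach of chance. The age by diet products fared worse. As many negative ones appeared in 97 of 100 splits of the old mice and as many positive ones in 96 of 100, with medians of 1260 and 417 among the splits against 325 and 142 in the real one. These counts give no evidence of a diet effect. A correlation as far from 0 as -0.9065 appeared in 2 of 100 splits, but the other splits ranged from -0.919 to 0.259 with a median of -0.494, so negative values were common among splits that mix the diets. With sites chosen again for each split, only the real split, 1 of 100, gave an age difference as large at young-unmethylated CGI sites. The same held for age at young-methylated sites (1 of 100). The other age splits reached at most 16.9 and 15.5 points. For diet a difference as large arose in 2 of 100 splits at the former sites and in 3 of 100 at the latter. Typical splits gave differences of 7.15, 8.13, 5.62 and 5.35 points in the same order. Such splits can mix the real groups unevenly, so the choice of sites was not separated from real differences between mice.

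After the data were seen, the 4 low-correction CR-old mice were compared with the 5 AL-young mice, with all sites of each class chosen from other AL-young mice. At young-unmethylated CGI sites CR-old mice had 0.654 ± 0.0434% and AL-young mice 0.512 ± 0.0861%, a difference of 0.142 points (exact permutation p = 0.0159, n = 4 and 5, the smallest possible with 126 splits). At young-methylated sites outside islands the values were 91.9 ± 1.3% and 96.0 ± 0.514%, a difference of -4.03 points (exact permutation p = 0.0159). All 4 CR-old mice lay outside the AL-young range in both classes. Low-correction AL-old mice had 0.827% and 4.46% in the first class and 95.0% and 85.5% in the second, so AL-old 25 was closer to the AL-young mice than the CR-old mice were at methylated sites.

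The female and male differences did not differ detectably from each other. Female minus male effects were -3.34 points for age at young-unmethylated CGI sites (exact permutation p = 0.786), 1.73 for age at young-methylated sites (p = 0.895, exact), 4.07 for diet at the former (p = 0.776, exact) and 0.736 for diet at the latter (p = 0.962, exact). With 2 to 5 mice per sex and group these tests can miss large differences. They also cannot separate sex from the correction batch, because every AL-old female was a high-correction mouse and no AL-old male was.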
